A study of Mus musculus with 12 samples. Its data were reported in "Activation of NF-κB and p300/CBP potentiates cancer chemoimmunotherapy through induction of MHC-I antigen presentation" (2021).

How the data were processed

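Gene expression was measured by RNA-seq in Myc-CaP cells, an established mouse prostate cancer cell line that overexpresses Myc. Cells were left untreated or were treated for 48 h with oxaliplatin (Oxali, a platinum drug that crosslinks DNA, 2 μM), with interferon γ (IFNγ) at 200 or 2000 pg as the labels state it (no volume is given with the labelled dose), or with both. The 12 libraries form 6 groups of 2: Ctrl, IFN200, IFN2000, Oxali, Combo200 and Combo2000, where Combo stands for Oxali plus IFNγ. Groups were taken from the sample titles. For the 6 libraries of single treatments a second label, the agent, names another treatment than the title: libraries titled IFNγ 200 pg carry the agent Oxali, those titled IFNγ 2000 pg the agent IFNγ 200 pg, and those titled Oxali the agent IFNγ 2000 pg. The labels of the controls and of the combinations do not conflict. The agent labels would exchange the 3 single treatments without mixing libraries, so each pair stays a pair. A list of p53 targets was read in every library to see which label fits the values. The report uses the titles throughout.

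The authors deposited raw read counts per gene, one row per gene symbol and one column per library. The labels describe poly(A) RNA and a stranded library kit. According to the study's methods, reads were aligned with STAR to the mouse genome build GRCm38 with GENCODE gene models and counted with featureCounts. Whether the counting used the strand was not stated in what was read, so overlapping genes on opposite strands may share reads. Psmb9 and Tap1 share 212 bases at their ends. H2-K1 and H2-D1 resemble other genes of the H2 family, and reads that fit several of them could have been lost or split, so their values are uncertain; the list with them and without them was compared. The table held 55216 genes, of which 28300 had no count in any library. All 12 count columns were used, and every row named a gene. Gene coordinates were taken from a later GENCODE release on the same build, in which 53559 of the symbols were found.

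Library totals ran from 18749975 to 25931516 counts. A total of this size puts the limit that a count of 0 allows (3 counts) at 0.111 to 0.167 CPM (counts scaled to a common library total, as edgeR gives them), depending on the library. This limit covers counting error only, since reads without molecular identifiers are not independent molecules. A fold change against a group whose libraries were all at or under 3 counts was computed against 3 counts and is given as a lower bound.

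Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after the filterByExpr filter (minimum count 10, minimum total count 15), which kept 13177 genes. All 12 libraries entered one model with a mean per group and no covariate, because 2 libraries per group give too few degrees of freedom on their own. The 13 contrasts were 11 comparisons of groups and 2 interactions, one per IFNγ dose. The interaction asks whether the log2 change caused by IFNγ differs with Oxali present: (Combo minus Oxali) minus (IFNγ minus Ctrl). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a contrast. Standard errors (SE) are the log2 fold change divided by the square root of the F statistic. With 2 libraries against 2, an exact permutation test cannot go below a two-sided p of 0.333, so the calls rest on the spread shared across genes and groups. Additive genes were defined as the study does, as genes called in the combination against Ctrl, against Oxali and against IFNγ alone.

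The gene lists, the tests and most of the alternatives were fixed before the data were examined. The lists were 18 genes of major histocompatibility complex class I antigen processing and presentation (AgPPM), and 20 genes each for the response to IFNγ, p53 targets, MYC targets and NF-κB targets. A further list that was tested is not reported here; its tests stay in the family over which p-values were adjusted. Of the lists reported, 18 p53 targets and 14 NF-κB targets passed the filter, as did all genes of the other 3 lists. Each list was tested with camera (limma 3.58.1, inter-gene correlation 0.01) on log2 CPM (prior count 2) in 7 contrasts, and p-values were adjusted over the 42 tests. The tests were repeated with fry and with camera using an estimated correlation. Genes named in the text were chosen by a rule set at the same time. They were the AgPPM genes, 28 regulators that the study discusses, and 3 ligands. Added to these were the 3 largest rises and 3 largest falls among called genes with a mean of at least 1 log2 CPM. These rises and falls were taken in Oxali, IFN2000 and Combo2000 against Ctrl and in the interaction at 2000 pg. In the 3 comparisons with Ctrl both libraries of one group also had to lie above both of the other. Comparisons of Oxali and IFN2000 share the control libraries, so 20 sets of counts with no change were simulated for all groups from the control means and refitted.

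The code was tested on simulated data. Counts for 13177 genes were drawn with 200 genes changed by known folds; 76.0% of the changed genes were recovered, 99.3% of those above 8 CPM, and 6.17% of the calls were unchanged genes. A contrast with no change gave 0 calls. A simulated length trend that alone produced 701 calls left 0 after the correction described next.

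Alternatives set beforehand were other scalings (RLE, upper quartile), no filter on low counts, a mean of at least 50 counts, the Wald test of DESeq2 1.42.0, the replicate number as a block, the libraries of the groups compared only, the AgPPM list without the H2 genes, other set tests, and leaving out each library in turn. One alternative was added after seeing the data: a correction for transcript length and GC content, with splines (4 degrees of freedom each) fitted per library to the log2 ratio to the mean of all libraries and used as offsets; 99.0% of the tested genes had a length and a GC value. Marker lists (20 T cell, 10 B cell, 10 myeloid and 12 heart muscle genes) were also written after reads of unexpected genes had been seen: 7 of the T cell genes and 5 of the heart muscle genes had been seen in these libraries by then. Figures were drawn with matplotlib 3.10.9.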

Results

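To ask how low-dose Oxali changes gene expression in prostate cancer cells, and how IFNγ adds to it, RNA from Myc-CaP cells was sequenced 48 h after treatment. The data comprise 12 libraries in 6 groups of 2: Ctrl, IFN200, IFN2000, Oxali, Combo200 and Combo2000. Library totals were 18749975 and 20544590 counts in Ctrl, 24058765 and 23566505 in IFN200, 24367284 and 23496492 in IFN2000, 20827727 and 19899789 in Oxali, 21982445 and 24971915 in Combo200 and 25931516 and 22329954 in Combo2000. No 2 libraries of a group were copies of each other: the chi-square per degree of freedom between partners ran from 1.71 in Combo200 to 9.15 in Oxali, where sampling noise alone would give about 1. The first principal component held 74.8% of the variance and separated the 6 libraries titled with Oxali from the other 6. The second held 8.51%.

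Because title and agent label disagree for the single treatments, the lists of p53 and IFNγ targets were read per library first. The mean log2 ratio of the p53 targets to Ctrl was 0.60 and 0.54 in the libraries titled Oxali, 0.60 and 0.58 in Combo200 and 0.62 and 0.58 in Combo2000. In the 4 libraries titled for IFNγ alone it did not exceed 0.07. The gap between the lowest library titled with Oxali and the highest without was 0.47, and it stayed positive under the other scalings and filters tried, with a lowest value of 0.32 when no filter on low counts was used. The mean log2 ratio of the IFNγ list was 0.56 and 0.61 in the libraries titled IFN200, 2.29 and 2.21 in IFN2000, 1.17 and 1.32 in Oxali, 3.70 and 3.79 in Combo200, and 5.63 and 5.65 in Combo2000. The titles were used for all comparisons below. Under the agent labels the libraries titled IFN200 would be those given Oxali. Their p53 ratios did not exceed 0.07, against 0.58 to 0.62 in the combinations, whose labels do not conflict. These values argue against the agent labels. If the agent labels were right instead, the names of the 3 single treatments would change places in every statement that follows.

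**Figure D1:**
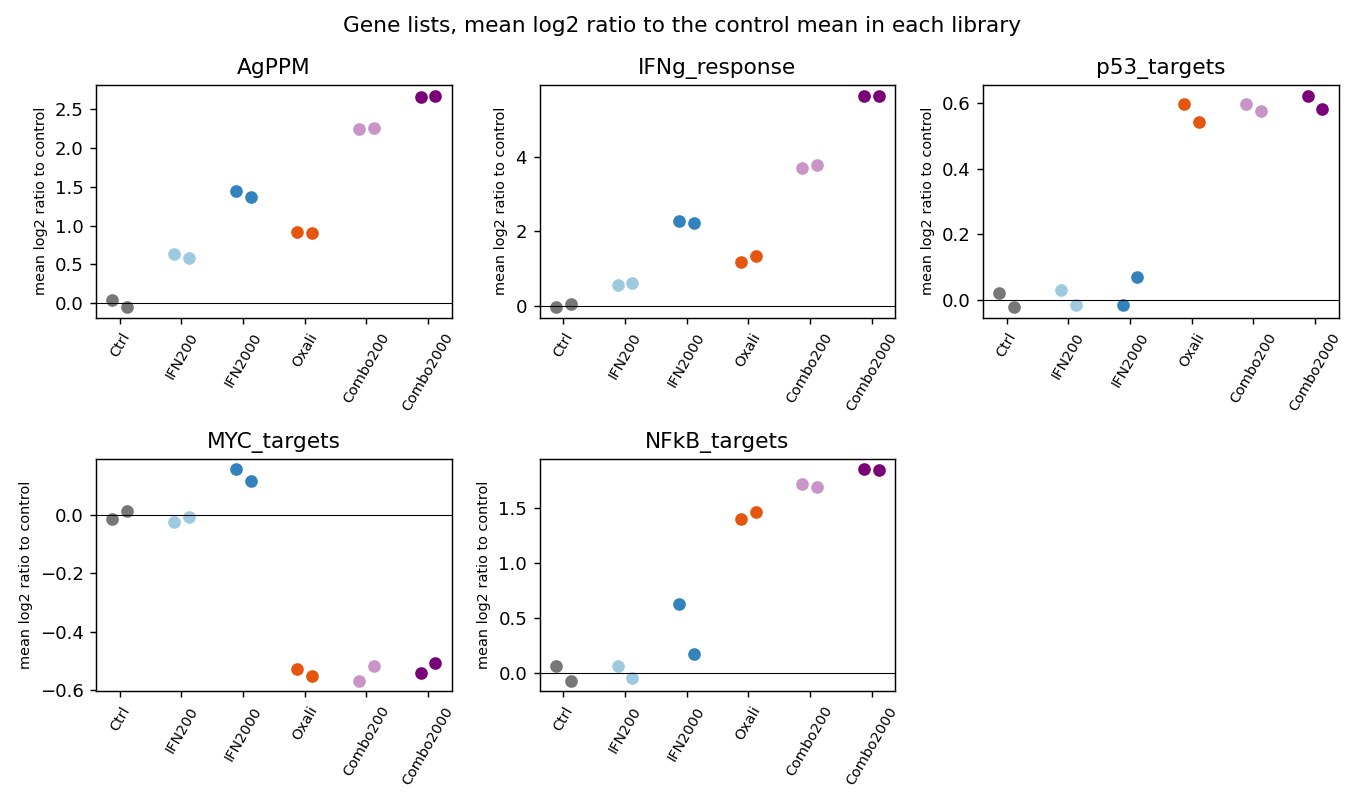
Mean log2 ratio to the control mean (y axis) of each of 5 gene lists in each library (dots, 2 per group on the x axis). The p53 list lies at 0.54 to 0.62 in the 6 libraries titled with Oxali and at or below 0.07 in the others.

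The effect of each treatment was first counted against Ctrl. Oxali changed 8911 of 13177 genes tested (4590 higher, 4321 lower), of which 1820 changed at least 2-fold (1396 higher, 424 lower). IFN2000 changed 2221 genes (1105 higher, 1116 lower; 1422 and 968 with upper-quartile scaling), with a median absolute log2 fold change of 0.22 among them and 122 at least 2-fold (88 higher, 34 lower). IFN200 changed 15 genes, all higher. At an unadjusted p under 0.05, 363 genes were higher and 438 lower. All 15 were also called in IFN2000 and in Combo200, and 14 in Oxali. The count for IFN200 moved most without the filter on low counts, to 102. The count for IFN2000 moved most with the replicate number as a block, to 1071. Combo200 changed 9052 genes (4693 higher, 4359 lower) and Combo2000 changed 9113 (4702 higher, 4411 lower). Both IFN2000 libraries carried a trend with transcript length that the other groups did not share: the Spearman correlation, across genes, of the log2 ratio to Ctrl with transcript length was -0.55 in replicate 2 and -0.30 in replicate 3, against 0.28 and 0.16 in IFN200 and 0.10 and 0.14 in Oxali. After a correction for length and GC content 1987 genes were called in IFN2000, 1425 of them shared with the 2221.

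**Figure D2:**
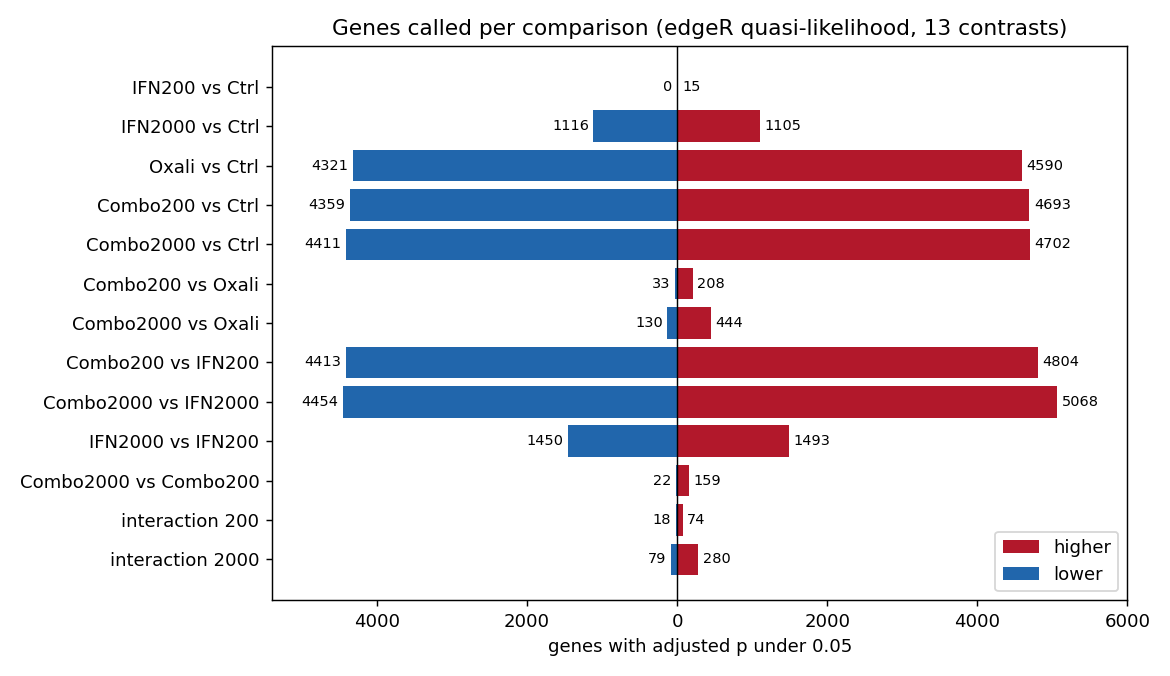
Number of genes with an adjusted p under 0.05 (x axis) that were higher (red) or lower (blue) in each of the 13 contrasts (y axis). The contrasts of a group with Oxali and one without show from 8911 to 9522 calls, and those between groups with Oxali at most 574.

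**Figure D3:**
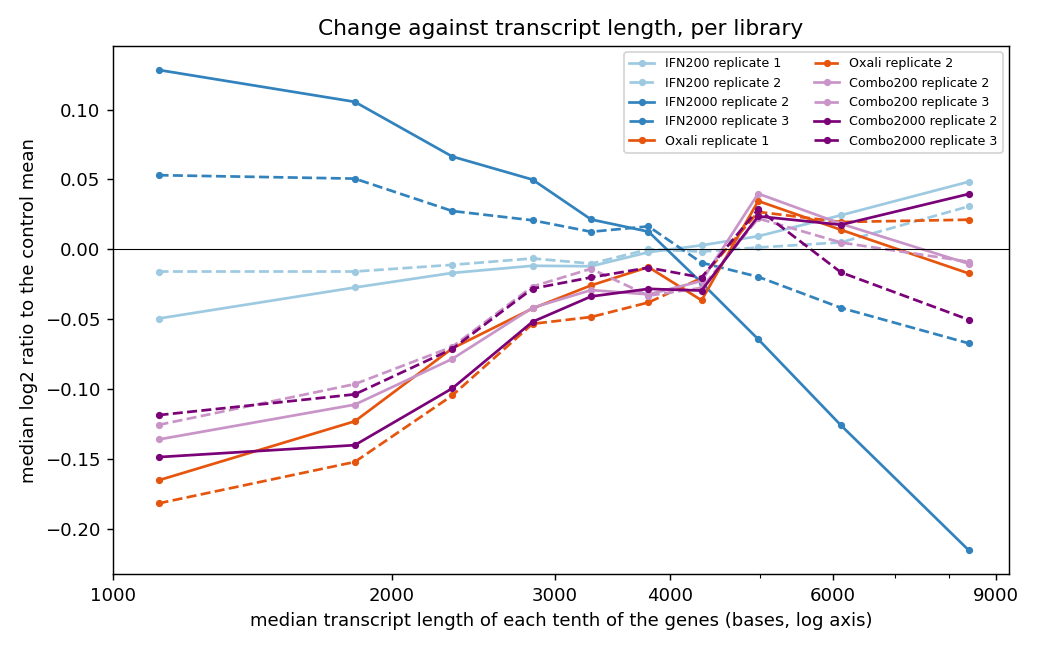
Median log2 ratio to the control mean (y axis) against median transcript length in bases (x axis, log scale) for 10 equal bins of genes, 1 line per treated library. The 2 IFN2000 libraries fall with length, replicate 2 more steeply.

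The 3 largest rises with Oxali were Ccl9, Glipr1 and C3. Ccl9 (chromosome 11, 83572919 to 83578636, GRCm38) rose from 1.53 ± 0.274 CPM in Ctrl to 52.1 ± 2.26 (SD, n = 2), a log2 fold change of 5.08 (SE 0.11, adjusted p 2.43e-17). Glipr1 rose by 4.27 (SE 0.26) on the log2 scale, and C3 rose from 2.69 ± 0.347 to 43.4 ± 0.378 CPM (SD, n = 2). The largest falls were in Cps1, Etv5 and Etv4. Cps1 (chromosome 1, 67123026 to 67231259) fell from 66.9 ± 7.56 to 1.97 ± 0.216 CPM (SD, n = 2), a log2 fold change of -5.08 (SE 0.13, adjusted p 8.11e-17), and Etv5 and Etv4 changed by -2.67 (SE 0.09) and -2.49 (SE 0.09). The same 3 genes had the largest falls in Combo2000, with -5.87 (SE 0.14) for Cps1, -2.96 (SE 0.09) for Etv5 and -2.90 (SE 0.09) for Etv4. With IFN2000 the largest rises were in Iigp1, Psmb9 and Gbp2. Iigp1 had 0 and 2 counts in Ctrl and was at least 31.3-fold higher. Gbp2 rose from 0.957 ± 0.0631 to 30.7 ± 0.0946 CPM (SD, n = 2; log2 fold change 5.00, SE 0.14). The largest falls, in Mgp, Klhl24 and Mxd4, were -1.58 (SE 0.10), -1.54 (SE 0.10) and -1.32 (SE 0.09). In Combo2000 the largest rises were in Iigp1, at least 570.2-fold higher than Ctrl, Gbp3 (log2 fold change 8.91, SE 0.10) and Gbp2 (8.23, SE 0.10).

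The study then asked whether Oxali and IFNγ act on common genes. Of the 2221 genes called with IFN2000, 1768 were also called with Oxali (79.6%), where 1502 would be shared if the calls were independent. Only 611 of them moved in the same direction and 1157 (65.4%) moved in opposite directions. Simulated groups with no change, compared with the same controls, shared a median of 0 calls and at most 2 over 20 simulations. Unchanged groups give few calls to share, so this count is no reference for treatments that change many genes. Across all genes the log2 fold changes of Oxali and IFN2000 correlated with r = 0.26. In the simulations the shared controls alone gave 0.50 to 0.59. Those groups had no treatment effect, so that range is no reference for the size of r here either. With a different control library for each treatment, r was 0.05 or 0.03. Genes are not independent replicates. DESeq2 found 373 genes shared in the same direction. Oxali and Combo2000 shared 8203 genes, 8191 of them in the same direction. The 3 comparisons with Ctrl had 1618 genes in common, and 783 genes were called in Combo2000 alone.

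Adding IFNγ to Oxali changed far fewer genes than Oxali itself. Combo200 differed from Oxali in 241 genes (208 higher, 33 lower) and Combo2000 in 574 (444 higher, 130 lower). Combo2000 differed from Combo200 in 181 genes (159 higher, 22 lower), and IFN2000 from IFN200 in 2943 (1493 higher, 1450 lower). The IFN200 and IFN2000 libraries had opposite trends with transcript length. After the length and GC correction 2226 genes were called between them, 1616 of them shared with the 2943. Adding Oxali to IFNγ changed 9217 genes at 200 pg (4804 higher, 4413 lower) and 9522 at 2000 pg (5068 higher, 4454 lower). Additive genes, called in the combination against Ctrl and against each single treatment, numbered 218 at 200 pg and 492 at 2000 pg, with 187 in common. At 2000 pg the combination lay above all 3 other groups for 350 of them, below all 3 for 49 and between them for 93. At 200 pg these counts were 171, 24 and 23. On the log2 scale the effect of IFNγ differed with Oxali present in 92 genes at 200 pg (74 higher, 18 lower) and in 359 at 2000 pg (280 higher, 79 lower). The share of higher genes at 2000 pg moved most with upper-quartile scaling, from 78.0% to 59.0%. Of the additive genes, 63 at 200 pg and 125 at 2000 pg had such an interaction.

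AgPPM genes were examined because class I presentation is the response the study is about. The median log2 fold change of the 18 genes was 0.19 in IFN200, 0.70 in IFN2000, 0.60 in Oxali, 1.48 in Combo200 and 1.69 in Combo2000. With Nlrc5, the one member at or under 3 counts in Ctrl, set to its bound, the Oxali median was 0.52 and the others did not change. The adjusted p from camera was 1.09e-19, 6.60e-19, 0.00108, 6.28e-06 and 1.44e-06 in that order. Genes called higher numbered 6 in IFN200, 15 in IFN2000, 13 in Oxali and 14 in each combination; adjusted over the list alone, 11, 16, 15, 17 and 17 were called in either direction. Under fry all 5 comparisons stayed under 0.05. With an estimated correlation only IFN200 (0.0124) and IFN2000 (0.0126) did, and Oxali (0.227), Combo200 (0.120) and Combo2000 (0.120) did not. Median interactions were 0.55 at 200 pg (camera adjusted p 2.32e-20, 11 genes called, all higher) and 0.37 at 2000 pg (6.64e-08, 9 called, all higher); adjusted over the list alone, 11 were called at 200 pg, all higher, and 13 at 2000 pg, 10 higher and 3 lower (Psmb8, Psmb9 and Sec22b). Both held under fry, and with an estimated correlation the first had an adjusted p of 0.0124 and the second of 0.0864.

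**Figure D4:**
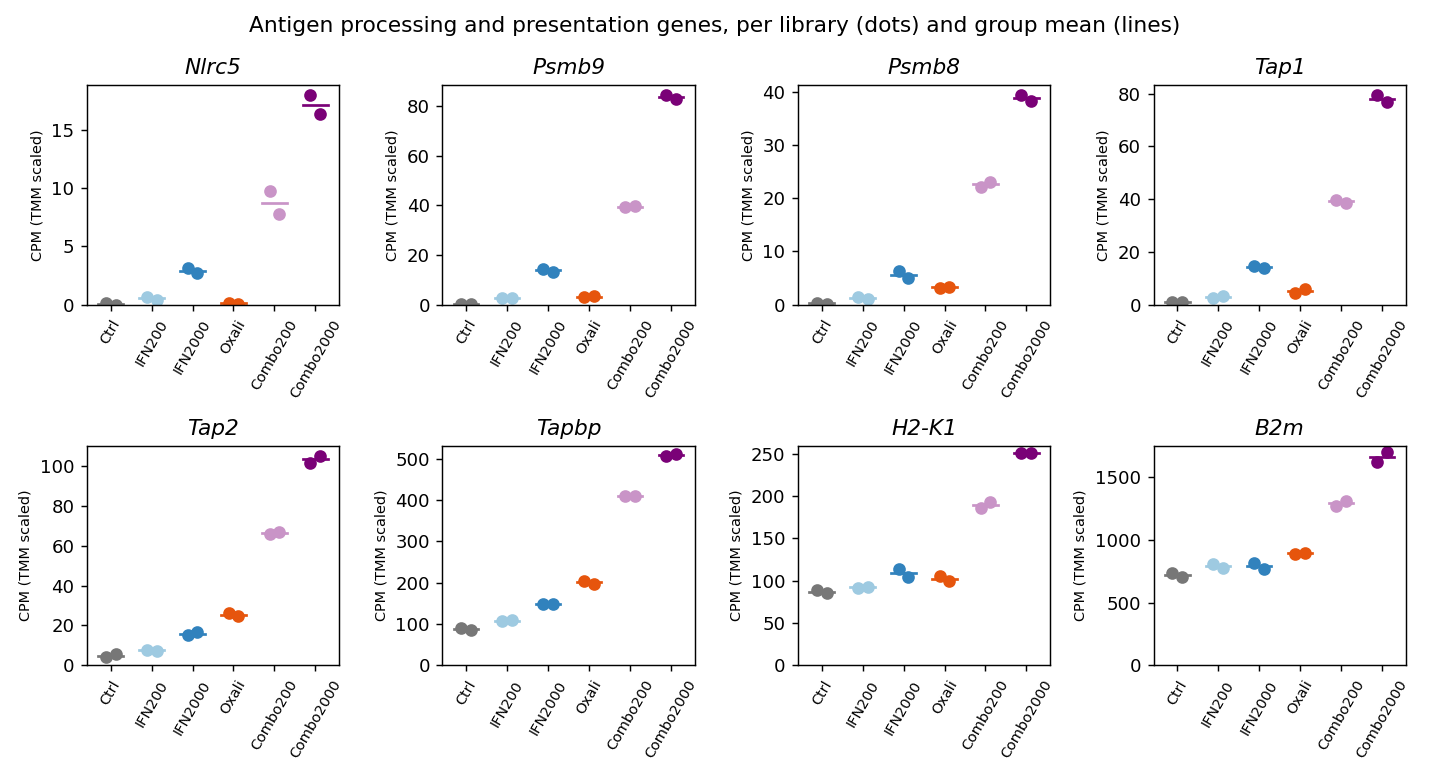
CPM (y axis, from 0) of 8 AgPPM genes in each library (dots) with the group mean (line), by group (x axis). In all 8 genes both Combo2000 libraries lie above every other library, and for B2m the means run from 721 CPM in Ctrl to 1662 in Combo2000.

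Members of the list differed in size of response. Psmb9 and Tap1 lie side by side on chromosome 17 (34181987 to 34187764 and 34187553 to 34197225), followed by Psmb8 (34197721 to 34201454) and Tap2 (34203527 to 34216321). Psmb9, which codes for an immunoproteasome subunit, rose from 0.296 ± 0.132 CPM in Ctrl to 2.69 ± 0.189 in IFN200, 13.9 ± 0.985 in IFN2000, 3.24 ± 0.279 in Oxali, 39.5 ± 0.368 in Combo200 and 83.6 ± 1.15 in Combo2000 (SD, n = 2 each). The log2 fold changes were 3.18 (SE 0.30) in IFN200, 5.55 (SE 0.20) in IFN2000, 3.45 (SE 0.29) in Oxali, 7.05 (SE 0.15) in Combo200 and 8.14 (SE 0.13) in Combo2000. Tap1, a peptide transporter subunit, went from 1.08 ± 0.116 CPM in Ctrl to 14.3 ± 0.632 in IFN2000, 5.15 ± 1.02 in Oxali and 78.1 ± 1.80 in Combo2000 (SD, n = 2 each; log2 fold changes 3.71, 2.23 and 6.16). Nlrc5, the activator of the class I genes (chromosome 8, 94434356 to 94527272), had 2 and 0 counts in Ctrl and 3 and 2 in Oxali, so no fold is given for Oxali. It was at least 17.5-fold higher in IFN2000, 52.4-fold in Combo200 and 103-fold in Combo2000. B2m (chromosome 2, 122147686 to 122153083) rose from 721 ± 20.2 CPM to 894 ± 3.63 in Oxali and 1662 ± 57.0 in Combo2000 (SD, n = 2; log2 fold changes 0.31, SE 0.04, and 1.20, SE 0.04); after the length and GC correction the log2 fold change in Oxali was 0.51. With IFNγ alone its log2 fold change was 0.14 at both doses and was called at 2000 pg only (adjusted p 0.0154), where the same correction gave 0.01, not called. Its interaction was 0.39 (SE 0.05) at 200 pg and 0.76 (SE 0.05, adjusted p 3.16e-08) at 2000 pg. For H2-K1, whose reads may be shared with related genes, the interactions were 0.81 (SE 0.07) and 0.97 (SE 0.07). Tap1 had an interaction of 1.52 (SE 0.29, adjusted p 0.0133) at 200 pg and of 0.21 (SE 0.26, adjusted p 0.748) at 2000 pg. Psmb9 and Psmb8 had negative interactions at 2000 pg (-0.86, SE 0.36, and -1.11, SE 0.44) that were called over the list alone but not over all genes (adjusted p 0.255 and 0.194). Single libraries decided part of these sizes: that of Tap1 was 0.02 without Oxali replicate 1, 0.09 without Ctrl replicate 2 and 0.43 without Oxali replicate 2, and that of Psmb9 was -1.38 without Ctrl replicate 1 and -0.45 without Ctrl replicate 2. On the scale of CPM, in a comparison added after the log2 values were seen and not tested, both combination libraries exceeded the sum of the mean single effects for 16 of 18 members at each dose, Psmb8 and Psmb9 among them; the exceptions were Canx and Sec22b at 200 pg and Calr and Sec22b at 2000 pg. Not all members rose: with Oxali, Sec22b changed by -0.30 (SE 0.05, adjusted p 6.85e-06) and Pdia3 by -0.26 (SE 0.04), and Calr and Canx were not called.

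Of the regulators the study discusses, 28 were tested. With Oxali 20 were called higher and 3 lower, and with IFN2000 9 were called, all higher. In IFN200, 2 reached the threshold when p-values were adjusted over the list alone. Nfkb2 rose from 46.6 ± 0.416 to 184 ± 0.732 CPM with Oxali (SD, n = 2; log2 fold change 1.98, SE 0.05) and was not called with IFN2000, while Nfkb1 was called in neither. Ifngr2 rose from 1.12 ± 0.299 to 4.66 ± 0.315 CPM (SD, n = 2; 2.06, SE 0.23, adjusted p 1.48e-07) and Ifngr1 by 0.74 (SE 0.05) with Oxali, and neither was called with IFNγ alone. Irf1 rose by 1.33 (SE 0.05) in Oxali, by 1.32 (SE 0.05) in IFN2000 and by 3.54 (SE 0.05) in Combo2000, with an interaction of 0.88 (SE 0.07, adjusted p 7.58e-08). Irf8 was not called with Oxali and rose by 3.78 (SE 0.27) in Combo2000, with an interaction of 2.25 (SE 0.54, adjusted p 0.0287). Its interaction was not called when only the groups compared were fitted (0.0543). Stat3 had an interaction of 0.76 (SE 0.06). Ddit3 rose by 1.91 (SE 0.12) with Oxali. Creb1, Bag6 and Vdac1 were lower with Oxali, by -0.64 (SE 0.05), -0.46 (SE 0.04) and -0.40 (SE 0.04). Ep300 was called in no comparison with Ctrl. Of the ligands, Ifnb1 had 0 counts in all 12 libraries and Ifng 0 in both Oxali libraries, which allows up to 0.138 and 0.143 CPM. Ifng had 117 counts in IFN2000 replicate 2 and 0 in replicate 3.

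The other lists were tested in the same 7 contrasts, and 14 of these 28 tests had an adjusted p under 0.05 (20 under fry and 7 with an estimated correlation). The IFNγ list had a median log2 fold change of 2.47 in IFN2000, 2.01 in Oxali, 5.16 in Combo200 and 6.95 in Combo2000. With its 7 members at or under 3 counts in Ctrl set to their bounds these medians were 1.09, 1.07, 3.72 and 5.95. In IFN200 the median was 0.47 (0.11 with the bounds) and reached 0.72 when Ctrl replicate 2 was left out. All 5 of these comparisons also held under fry and with an estimated correlation. MYC targets had a median of -0.59 in Oxali (19 of 20 called lower, camera adjusted p 4.61e-07), -0.57 in Combo200, -0.55 in Combo2000 and 0.17 in IFN2000 (13 called higher and 1 lower, adjusted p 1.41e-06); these 4 held under fry and not with an estimated correlation (0.120 to 0.125). The p53 targets had a median of 0.49 in Oxali, with 10 genes called higher and 5 lower, and did not pass camera (0.201), but passed fry (5.73e-07). NF-κB targets had a median of 1.36 in Oxali (0.59 with the 3 members at the floor set to their bounds; adjusted p 0.0655 with camera and 7.73e-07 with fry), 2.01 in Combo200 and 1.79 in Combo2000 (1.65 and 1.48 with the bounds; camera adjusted p 0.0475 in both, past the threshold neither with upper-quartile scaling nor among genes with a mean of at least 50 counts). In IFN2000 their median was 0.08. The 2 libraries differed in the mean log2 ratio (0.62 in replicate 2 and 0.17 in replicate 3) but little in the median log2 ratio (0.07 and 0.09). Without Ctrl replicate 1 the median log2 fold change in IFN2000 was 0.22.

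**Figure D5:**
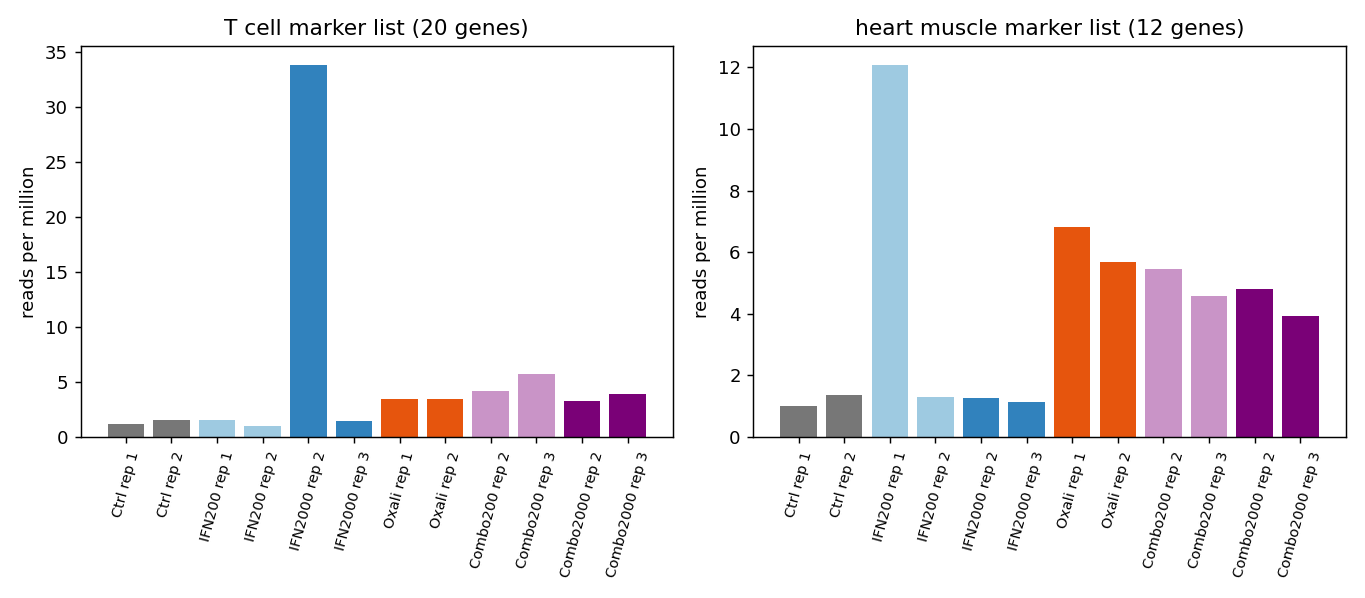
Reads as CPM (y axis, from 0) of a list of 20 T cell genes (left) and 12 heart muscle genes (right) in each library (x axis). IFN2000 replicate 2 stands at 33.8 on the left and IFN200 replicate 1 at 12.1 on the right.

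The 3 largest positive interactions at 2000 pg were in Mpeg1, Il18bp and Xdh. Mpeg1 went from 3.05 ± 0.0888 CPM in Ctrl to 10.2 ± 0.143 in IFN2000, and from 2.48 ± 0.00444 in Oxali to 53.2 ± 1.80 in Combo2000 (SD, n = 2 each; interaction 2.68, SE 0.26, adjusted p 2.53e-06). The interactions of Il18bp and Xdh were 2.55 (SE 0.33) and 2.28 (SE 0.22). The 3 largest negative interactions were in Bc1 (-1.42, SE 0.31, adjusted p 0.0156), Krt79 (-1.30, SE 0.27, adjusted p 0.0113) and Col16a1 (-1.19, SE 0.31, adjusted p 0.0442). That of Col16a1 was not called by DESeq2 (0.0690). Among the other lists, the IFNγ list had median interactions of 1.75 at 200 pg and 1.24 at 2000 pg (camera adjusted p 1.38e-29 and 1.62e-24), fitted values that depend in part on the 7 members near the floor in Ctrl, and MYC targets had -0.13 at 2000 pg (4.84e-06; 0.140 with an estimated correlation).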

Values the study reported

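In the study, cell death did not exceed 10% at the drug doses used on Myc-CaP cells.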

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

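The set tests of the AgPPM interaction were fixed beforehand. The checks of that interaction against a length trend and against low counts were chosen only after the results were seen. So were the tests of the T cell and heart muscle reads and of the directions of shared genes.

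The effect of IFNγ differed with Oxali present. On the log2 scale this was tested as an interaction, which was called for 92 genes at 200 pg and for 359 at 2000 pg. The median interaction was 0.55 and 0.37 for the AgPPM list and 1.75 and 1.24 for the IFNγ list, the latter with 7 members near the floor in Ctrl. Called positive interactions at 200 and 2000 pg were 0.39 and 0.76 for B2m and 0.81 and 0.97 for H2-K1, and that of Tap1 was 1.52 at 200 pg. At 2000 pg they were 2.25 for Irf8, 0.88 for Irf1, 0.76 for Stat3, 2.68 for Mpeg1, 2.55 for Il18bp and 2.28 for Xdh, and the negative ones were -1.42 for Bc1, -1.30 for Krt79 and -1.19 for Col16a1. The MYC list had a median interaction of -0.13 at 2000 pg. A trend with transcript length in the IFN2000 libraries could produce an interaction at 2000 pg, but after the length and GC correction the AgPPM median there was 0.387, and the interaction was also called at 200 pg, where no such fall with length was seen. Folds near the floor in Ctrl are another candidate cause. The 14 AgPPM members with a mean of at least 50 counts in Ctrl had a median of 0.424, with 9 called positive, which argues against it. Adjusted over the list alone, 3 of the 13 members called at 2000 pg had a lower interaction (Psmb8, Psmb9 and Sec22b). Over all genes 0 members were called lower. Psmb8 had 4 and 4 counts in Ctrl and Psmb9 7 and 4, close to the floor. Only Sec22b, with 1522 and 1681 counts in Ctrl, argues free of low counts that the list did not move as one. For H2-K1, reads shared with related genes stay open. A larger response to IFNγ in cells given Oxali remains as a hypothesis for the AgPPM list, with 2 libraries per group and a set test that did not pass at 2000 pg with an estimated correlation. The other interactions named here also kept their direction and stayed called after the correction, the MYC median at -0.11 among them, and no other technical explanation was tested for them.

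The libraries of one group did not all hold the same transcripts. IFN2000 replicate 2 held 824 reads of a list of 20 T cell genes, where the Ctrl libraries held 23 and 31, and 18 of the 20 genes had at least 10 reads. The most abundant were Gzmb (175 reads), Ifng (117) and Il2ra (115), with none for Cd8a. Without the 7 genes already seen, the other 13 had 279 reads, against 22 and 30 in Ctrl. Of the list, 5 genes had over 3 reads in a Ctrl library. A response of Myc-CaP cells to IFNγ is argued against by IFN2000 replicate 3 and the Combo2000 libraries, which had at most 88 reads at the same dose, with Oxali libraries at 68 and 72. The B cell list had 1 read, as in Ctrl, and the myeloid list 365, where the larger Ctrl value was 306 in a smaller library. RNA of T cells, or reads of another library, is a candidate source of the 824 reads. Which of them applies was not tested. Of the list, 3 genes entered the tests and 1 was called in IFN2000. Ifng itself was among these reads. The mean log2 ratio of the IFNγ list was 2.29 in this library and 2.21 in its partner, which had no Ifng reads.

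Combo200 replicate 3 held 143 reads of the T cell list and its partner 91. Proportions of the 19 list genes with reads differed between Combo200 replicate 3 and IFN2000 replicate 2 (permutation p 1e-05, the smallest that can be obtained), which argues against carry-over as the only source. Some genes of the list have reads in most libraries with Oxali (Lck 24 to 40, Cd28 20 to 36). After that result the test was restricted to the 13 genes with at most 1 read in Combo200 replicate 2, and then gave p 0.6615 (36 against 643 reads). Carry-over of reads may thus account for these 36 reads, but the restriction was made after the first test had gone against it, 36 reads would reveal only large differences, and RNA of the same source in both libraries would give the same proportions.

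IFN200 replicate 1 held 291 reads of a list of 12 heart muscle genes, where the Ctrl libraries held 19 and 28, and 8 genes had at least 10 reads. The most abundant were Actc1 (63 reads), Myh7 (58) and Tnnt2 (47). Without the 5 genes already seen it had 99 reads, against 19 and 28 in Ctrl and 30 in its partner. Libraries with Oxali had 76 to 131, so the sum of the other 7 genes stood out only from libraries without Oxali. That sum was mostly Tnnt2 in libraries with Oxali (68 to 125 reads, 47 in IFN200 replicate 1). Of these 7 genes, Myl3 had 22 reads in IFN200 replicate 1 and at most 2 in any other library. Ttn had 19 and at most 6, and Ryr2 5 and at most 1. Tnni3, Pln and Nppa had too few reads to tell (at most 3 in IFN200 replicate 1). Of the list, 3 genes had over 3 reads in a Ctrl library, and libraries with Oxali had 88 to 142 reads, most of them from Tnnt2. IFN200 replicate 2 had 31 reads at the same dose, which argues against a response of the cells to IFNγ. RNA or reads from another sample are a candidate source that was not tested further. Of the list, 2 genes were tested and 0 were called in IFN200, where 801 of all genes had an unadjusted p under 0.05.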

How the results depend on the processing

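The length and GC correction was chosen after seeing the data; every other alternative was planned. Where a value below differs from that in the report, the cause was not tested unless stated.

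Of the 70 named values of genes, 66 kept direction and side of the threshold under every alternative with a test, and 0 reversed. When single libraries were left out, 47 of the 70 moved by more than the spread between replicates in at least 1 fit. B2m in IFN2000 was no longer called with the replicate block (adjusted p 0.0511) or the length and GC correction (0.797), and B2m in IFN200 was called without a filter and with that correction. The interaction at 2000 pg was no longer called for Irf8 when only the groups compared were fitted, nor for Col16a1 with DESeq2 or the block.

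Calls in IFN200 (15) were 102 (63 higher, 39 lower) without a filter on low counts, 32 (26 and 6) with the length and GC correction and 31 (25 and 6) with only the groups compared; higher genes fell from 100% to 61.8% and 81.3% under the first and second of these. Without a filter, Combo200 against Oxali (241) gave 372, the interaction at 200 pg (92) gave 262 and at 2000 pg (359) gave 785. With DESeq2, Combo2000 against Oxali (574) gave 373, the interaction at 2000 pg 217, and genes shared by Oxali and IFN2000 in one direction (611) gave 373. With only the groups compared, which leaves fewer libraries, IFN2000 against IFN200 (2943) gave 1917 and the interactions 176 and 234. With the length and GC correction the interaction at 2000 pg gave 545. Upper-quartile scaling lowered the share of higher genes from 80.4% to 70.4% for the interaction at 200 pg and from 78.0% to 59.0% at 2000 pg. In IFN2000 (1105 higher, 1116 lower) more genes were higher than lower with upper-quartile scaling (1422 and 968), RLE (1313 and 1011) and DESeq2 (850 and 656). The largest shift of the median of all genes by a scaling was 0.05.

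The replicate number was tried as a block, although the numbers do not pair the libraries: the 21 pairs with the same number had correlations of deviations from -0.0456 to 0.0450, with a median of 0.00403. The block takes degrees of freedom and gave 1071 calls in IFN2000 (2221), 142 in Combo200 against Oxali, 331 in Combo2000 against Oxali (87.9% higher, 77.4% without the block), 1588 in IFN2000 against IFN200, 48 for the interaction at 200 pg, 139 and 302 additive genes (218 and 492), and 327 shared genes in one direction.

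With an estimated correlation between genes, the AgPPM medians of 0.60 in Oxali (adjusted p 0.227), 1.48 in Combo200 (0.120), 1.69 in Combo2000 (0.120) and 0.37 for the interaction at 2000 pg (0.0864) were no longer past the threshold; the medians themselves do not change by construction. Leaving out 1 library at a time, AgPPM medians ran from 0.18 to 0.20 in IFN200, 0.66 to 0.77 in IFN2000, 0.50 to 0.66 in Oxali, 1.45 to 1.49 in Combo200 and 1.66 to 1.71 in Combo2000 (4 fits each), and from 0.50 to 0.56 and 0.35 to 0.41 for the interactions (8 fits each). Of the 28 tests of other lists, 14 passed with camera, 20 with fry and 7 with an estimated correlation. The p53 gap between libraries with and without Oxali (0.471) was 0.519 with upper-quartile scaling, 0.322 without a filter and 0.339 among genes with a mean of at least 50 counts.

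Reversed were medians near 0: the p53 list in IFN2000 (-0.0131) with the length and GC correction, the NF-κB list in IFN200 without a filter (-0.00313) and with the replicate block (-0.000296), and its interaction at 2000 pg with RLE (-0.0102) and upper-quartile scaling (-0.0240). Over the 28 tests of the other lists, 11 values were weaker and 12 stronger. The AgPPM list had 4 further weaker values, those with an estimated correlation given above. Leaving out a library leaves groups of 1, so only values are given for it. Counts of 0 at these depths limit what can be said of Nlrc5 and Iigp1 in Ctrl and of Ifng and Ifnb1 to the bounds in the report.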

Other observations

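The tests of the directions of genes shared by Oxali and IFN2000 and the comparison of Combo200 with IFN2000 were chosen only after the results were seen.

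The title and the agent label disagree for the single treatments. Titles that are wrong would leave the p53 list unchanged in the libraries titled Oxali; its lowest mean log2 ratio there was 0.540, which argues against it. Replicate numbers shared between groups could mark a batch, but the highest correlation between libraries with the same number was 0.0450.

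IFN2000 had 2221 calls and IFN200 had 15, and with TMM scaling about as many genes fell as rose in IFN2000 (1116 and 1105). That balance depends on the scaling: upper-quartile scaling gave 968 lower and 1422 higher. A trend with transcript length may contribute, since genes that rose had a median length of 2454 bases and those that fell 5480. As the whole cause it is argued against by the 1987 calls left after the correction, 1425 of them among the 2221; the other calls stay open to it. After the IFN2000 libraries were thinned to the size of the smallest Ctrl library, 2153 genes were called (2020 shared), so library size is argued against. A state of these 2 libraries alone would give no common direction in Combo2000 against Oxali, which uses other libraries. Yet 77.4% of the called genes had the same sign there (79.8% of the rises, 75% of the falls). A state shared with the combinations is not covered, since they carry the replicate numbers of IFN2000, and Oxali those of Ctrl. In Combo200 against Oxali 66.1% had the same sign. Only 574 genes (130 lower) were called in Combo2000 against Oxali. A broad response to the higher dose is one hypothesis.

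The MYC list was higher in IFN2000. After the length and GC correction its median was 0.134 (camera adjusted p 1.26e-05), and lists matched for length and GC had a median of 0.05, with 0% of 10000 as high as the observed 0.17, so the trend is argued against as the whole cause. That the list rises with IFNγ remains a hypothesis, since it did not pass with an estimated correlation. In IFN200 the MYC list had a median of -0.01 and 0 genes called. With Oxali its median was -0.59 without IFNγ and -0.55 in Combo2000, and its median interaction at 2000 pg was -0.13.

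Most genes called with both Oxali and IFN2000 moved in opposite directions (65.4%). After the length and GC correction 62.7% did, which argues against that trend as the cause. Shared controls push the other way, since unchanged groups simulated against the same controls gave a median correlation of 0.554. Opposite effects of the treatments on these genes are a hypothesis.

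With Oxali, the lower IFNγ dose went with higher AgPPM counts than the higher dose without it: for 14 of the 18 members both Combo200 libraries lay above both IFN2000 libraries, and for 4 below. For a single gene chance would give 16.7% each way. All members were read in the same libraries, so they are not 18 independent trials, and the groups also differ in Oxali. The median log2 difference was 0.82.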
